A study of Homo sapiens with 6 samples. Its data were reported in "MORC2 regulates RBM39-mediated CDK5RAP2 alternative splicing to promote EMT and metastasis in colon cancer" (2024).

How the data were processed

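The series compared SW480 cells, a line derived from a human colorectal adenocarcinoma, that carried a control short hairpin RNA (shCtrl) or a hairpin against MORC2 (shMORC2). Each group had 3 libraries, numbered 1 to 3 in the labels. Polyadenylated RNA was sequenced from stranded libraries made with a kit that adds molecular identifiers. The aligner, the annotation release, the strand setting of the counting and whether identical identifiers were collapsed were not stated.

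The authors deposited raw read counts per gene symbol for the 6 libraries, laid out as featureCounts writes them. The table held 56303 genes, of which 19690 had no count in any library and 139 combined loci on more than 1 chromosome. The deposited RPKM table (counts scaled by exon length and library total) was computed by the authors from the same counts. The authors also deposited an rMATS comparison of splicing, with inclusion levels, a difference score, p-values and adjusted p-values for the events listed. In that table the 2 groups of 3 libraries were called group 1 and group 2, and no header said which of them was shMORC2. Differences in inclusion were therefore given as group 1 minus group 2, and no knockdown direction was assigned to them. Coordinates were those of the deposited tables. Of 33560 genes with 1 entry of the same symbol in GENCODE v44 (GRCh38), 99.97% overlapped that entry, and GRCh38 was taken as the build. The gene tables had 0 columns of samples outside the series.

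Gene counts were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM scaling, a quasi-likelihood fit with the group as the only term, and Benjamini-Hochberg adjustment over the 21005 genes tested. An adjusted p under 0.05 was called. edgeR gives no standard error of the log2 fold change, which was computed as its size divided by the square root of the F statistic. CPM values, which are counts scaled to a common library size, used the TMM-scaled library sizes. The floor of detection was 3 counts, and a fold change against a group whose libraries all stood at or under it was given as a lower bound. Floors cover counting error only. Gene lists were tested with limma 3.58.1 (camera with a correlation of 0.01, camera with an estimated correlation, and fry). The lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. The rule named MORC2, the 10 genes of a panel followed in the study, and the 5 highest and 5 lowest fitted log2 fold changes among called genes with a mean of at least 100 counts and no overlap between the groups. For splicing it named the events in CDK5RAP2, OBSL1, MARK2, ZNF35 and FRMD8 and the 5 skipped exons with the largest difference among those with at least 20 reads in every library, of which 1 is not reported here. Overlap of gene lists was tested with Fisher's exact test in scipy 1.17.1, and pooled odds ratios were computed with statsmodels 0.14.6.

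The tests were tested on simulated data drawn from the real means, dispersions and library sizes, with 200 genes changed by known folds. Over 20658 genes, which held 195 of the changed ones, the edgeR test recovered 82.1% of those 195, with 15 false calls among 175, and the slope of fitted on true log2 changes was 1.01. limma on log2(RPKM + 1), run on 14617 genes, which held 144 of the changed ones, recovered 84.0% of those 144, with a slope of 0.79.

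Total counts ran from 42092664 to 43434425 per library. Correlations of log2 CPM ran from 0.989 to 0.992 within groups and from 0.968 to 0.975 between them. All 6 pairs of libraries within a group differed by more than sampling noise, with chi-square values per degree of freedom from 6.83 to 23.9. Libraries with the same replicate number deviated together from their group means across genes, with correlations of 0.215, 0.111 and 0.102 for replicates 1, 2 and 3. The numbers were therefore taken to pair the libraries, on the evidence of the values alone, since no label said what a number stands for.

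The alternatives were DESeq2 1.42.0, library size without TMM, 2 other filters on low counts, the replicate number as a block, limma on log2(RPKM + 1) and log2(RPKM + 0.1) for genes with a mean RPKM of at least 1, and leaving out each library in turn. DESeq2 gave no adjusted p for 13105 genes. A test of junction counts between shMORC2 and shCtrl and the sign agreement of events over replicates were planned and not run. The permutation tests of named events and the versions of these with a library left out were not run either. No header of the splicing table names its groups, and they were not identified from its read counts. No knockdown direction was therefore assigned. The same tests between the unnamed groups need no group name and were not run.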

Results

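To learn which transcripts differ after depletion of MORC2, a nuclear ATPase of the microrchidia family, gene counts from 3 shCtrl and 3 shMORC2 libraries of SW480 colorectal cancer cells were compared. The shCtrl libraries held 42754022, 42111609 and 42092664 counts and the shMORC2 libraries 43434425, 42455075 and 43112754 counts. Mitochondrial genes took 7.04% to 8.90% of the counts of a library. The 10 most abundant genes took 8.42% to 10.5%.

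MORC2 itself (chromosome 22, 30925130 to 30968298, minus strand, GRCh38) was lower in all 3 shMORC2 libraries. Its level was 47.1 ± 1.47 CPM in shCtrl (SD, n = 3) and 30.5 ± 4.07 CPM in shMORC2 (SD, n = 3). The log2 fold change was -0.63 (SE 0.10, edgeR adjusted p 0.000216), which left 64.7% of the control level. In shMORC2 replicates 1, 2 and 3 the level was 35.03, 29.3 and 27.2 CPM. The lowest shCtrl library stood at 46.1 CPM. The alternative that moved the value most, leaving out shMORC2 replicate 1, gave a log2 fold change of -0.74. An antisense gene, MORC2-AS1, shares exonic sequence with MORC2 on the other strand, and the strand setting of the counting was not stated.

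Of 21005 genes tested, 8301 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. The level was higher in shMORC2 for 4185 of them and lower for 4116. The median size of the change among called genes was 0.55 on the log2 scale. A change of at least 1 on that scale was found in 1627 called genes, of which 1034 were higher and 593 lower. For 10555 genes, or 50.2% of those tested, the 3 shMORC2 values lay on one side of the 3 shCtrl values, where chance gives 10%. Among alternatives that tested the same 21005 genes at this threshold, the replicate number as a block moved the count most, to 10287, or 48.97% of the genes. Leaving out shMORC2 replicate 3 left 6268 calls among 21598 genes.

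**Figure D1:**
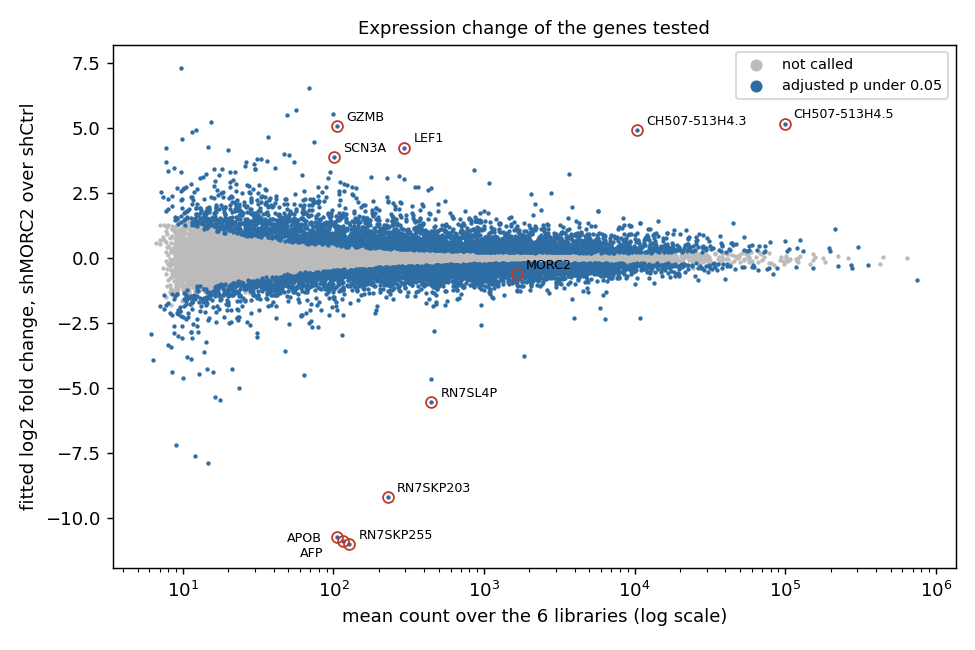
Fitted log2 fold change of shMORC2 over shCtrl against the mean count over the 6 libraries (log scale) for the 21005 genes tested, one point per gene, with called genes in blue and MORC2 and the genes at both extremes circled. MORC2 lies at -0.63, and the circled genes at the bottom include 4 whose fitted values are not bounds, because they had at most 3 counts in every shMORC2 library.

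The 5 highest fold changes among genes with a mean of at least 100 counts were in CH507-513H4.5, GZMB, CH507-513H4.3, LEF1 and SCN3A. CH507-513H4.5 (chromosome 21, 8254592 to 8255514, minus strand) rose from 126 ± 9.43 to 4501 ± 886 CPM (SD, n = 3 each), with a log2 fold change of 5.16 (SE 0.14, edgeR adjusted p 2.28e-10). CH507-513H4.3 (chromosome 21, 8437629 to 8438551, minus strand) rose from 15.7 ± 1.88 to 472 ± 97.8 CPM, with a log2 fold change of 4.91 (SE 0.15, edgeR adjusted p 2.97e-10). They are long noncoding RNA genes that lie 1267 and 1272 bases from annotated 5.8S ribosomal RNA genes on the opposite strand. The repeats of this locus are near-identical, so the share of reads given to each copy is uncertain. With the strand setting of the counting not stated, ribosomal RNA reads from this locus were not told apart from reads of these genes. GZMB (chromosome 14, 24630954 to 24634267) rose from 0.140 ± 0.0898 to 4.79 ± 0.891 CPM, with a log2 fold change of 5.05 (SE 0.32, edgeR adjusted p 3.07e-07). LEF1 (chromosome 4, 108047545 to 108168956) rose from 0.687 ± 0.199 to 13.1 ± 0.495 CPM, with a log2 fold change of 4.24 (SE 0.17, edgeR adjusted p 6.44e-09). SCN3A (chromosome 2, 165087522 to 165204067) had a log2 fold change of 3.86 (SE 0.34, edgeR adjusted p 2.53e-06). It had only 22, 10 and 6 counts in the shCtrl libraries. Its log2 fold change ran from 3.55 to 4.49 over 11 alternatives, the highest without shCtrl replicate 1. Antisense genes share exonic sequence with LEF1 and SCN3A.

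The 5 lowest were RN7SKP255, AFP, APOB, RN7SKP203 and RN7SL4P. AFP (chromosome 4, 73431138 to 73456174) had 219, 262 and 218 counts in the shCtrl libraries and 0 in each shMORC2 library, so that it was at least 76.3-fold lower (edgeR adjusted p 7.46e-08). APOB (chromosome 2, 21001429 to 21044073) had 202, 230 and 203 counts against 0 in each shMORC2 library and was at least 69.3-fold lower (edgeR adjusted p 8.02e-08). An antisense gene shares exonic sequence with APOB. RN7SKP255 (chromosome 14, 89712511 to 89712823) had 125, 128 and 513 counts in shCtrl and 0 in shMORC2. RN7SKP203 (chromosome 2, 76445079 to 76445410) had 257, 222 and 893 counts in shCtrl and at most 2 in shMORC2. RN7SL4P (chromosome 3, 15738515 to 15738809) fell by 5.56 on the log2 scale (SE 0.30, edgeR adjusted p 7.46e-08). These 3 are copies of the small cytoplasmic and nuclear RNAs 7SK and 7SL, whose reads can be shared between copies, and the shCtrl mean of each was raised by replicate 3.

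A panel of 10 genes that the study followed in other assays was tested next. The study chose CDK5RAP2 partly on these libraries, so its place on the list is not independent evidence. Of the 8 that passed the filter, 3 were called over all genes tested and 3 when adjusted over the list alone, all of them lower in shMORC2. RBM39 (chromosome 20, 35703609 to 35742312), a splicing factor, fell from 376 ± 3.70 to 313 ± 25.03 CPM (SD, n = 3 each), with a log2 fold change of -0.27 (SE 0.08, edgeR adjusted p 0.0143). SNAI2 (chromosome 8, 48917690 to 48921740), which encodes the transcription factor Slug, fell from 9.45 ± 1.599 to 5.17 ± 0.492 CPM, with a log2 fold change of -0.87 (SE 0.14, edgeR adjusted p 0.000401). ZEB1 (chromosome 10, 31318495 to 31529814) had a log2 fold change of -0.26 (SE 0.10, edgeR adjusted p 0.0436), and this call was kept in 6 of its 14 alternatives, whose adjusted p ran from 0.00248 to 0.211. CDK5RAP2 (chromosome 9, 120388869 to 120580170) was at 234 ± 3.07 CPM in shCtrl and 215 ± 6.002 CPM in shMORC2. Its 3 shMORC2 values lay below the 3 shCtrl values, and the log2 fold change of -0.12 was not called (SE 0.07, edgeR adjusted p 0.184). PHF8, CDH1, VIM and SNAI1 were not called, with edgeR adjusted p of 0.763, 0.146, 0.632 and 0.130. With the replicate number as a block, CDH1 (log2 fold change 0.20, adjusted p 0.00613) and SNAI1 (log2 fold change -0.32, adjusted p 0.00779) were called as well, which made 5 of the panel. Over all their alternatives the adjusted p ran from 0.00520 to 0.480 for CDH1 and from 0.00767 to 0.381 for SNAI1. CDH2 had 4, 6 and 10 counts in shCtrl and 0 in each shMORC2 library. TWIST1 had at most 2 counts in any library, and no difference was detectable at this depth. Antisense genes share exonic sequence with ZEB1, CDH1, VIM, CDH2 and TWIST1.

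**Figure D2:**
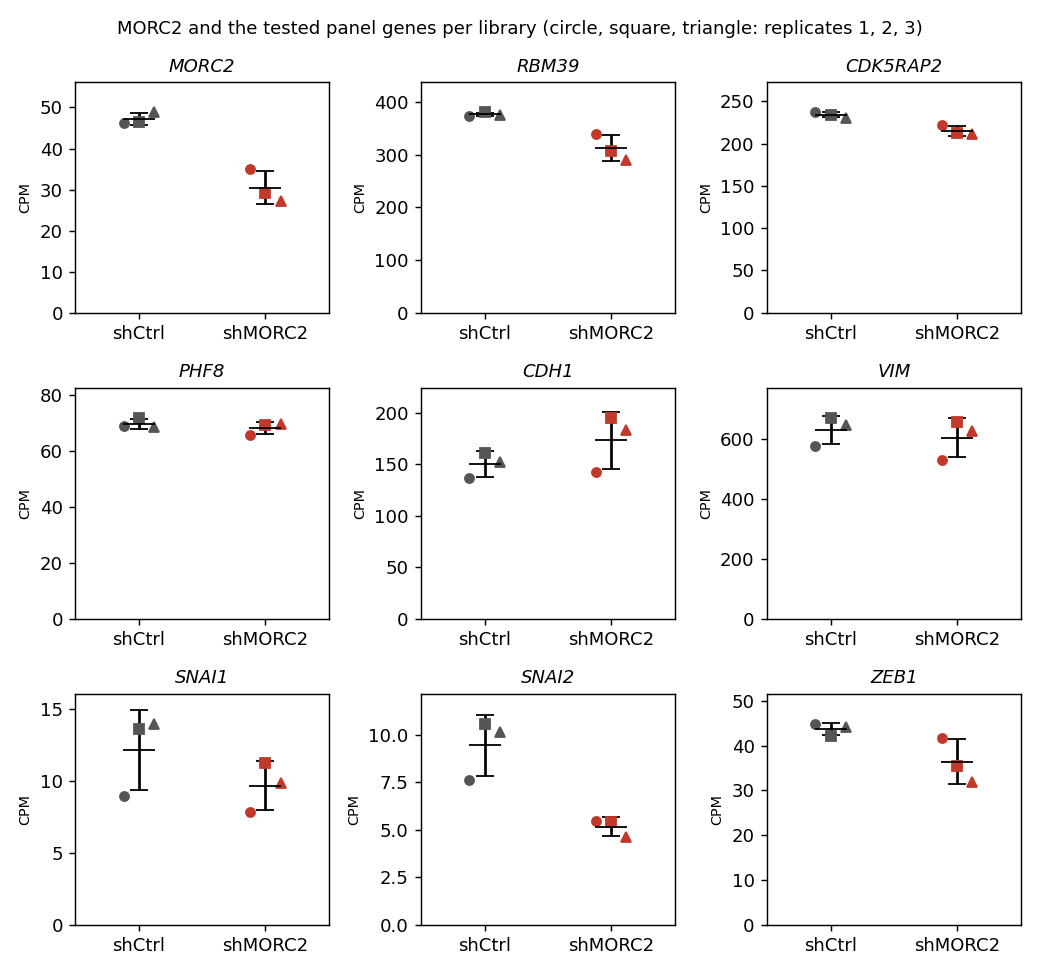
Level in CPM of MORC2 and the 8 panel genes tested, per library, with a horizontal line for the group mean and bars for 1 SD (n = 3), every axis starting at 0. The shMORC2 libraries lie below all shCtrl libraries for MORC2, RBM39, CDK5RAP2, SNAI2 and ZEB1, and the groups overlap for the others.

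Of 4 gene lists, interferon-stimulated genes were higher in shMORC2 as a set (37 genes, median log2 fold change 0.29, camera adjusted p 0.000219), with 17 called higher and 0 lower at an adjusted p under 0.05, and 3 lower at an unadjusted p under 0.05. This held under fry and under an estimated correlation. Splicing factor genes were also higher (120 genes, median 0.19, camera adjusted p 0.00723), with 33 called higher and 7 lower, but not under fry (adjusted p 0.0521) or an estimated correlation (adjusted p 0.682), and its adjusted p over 10 alternatives ran from 0.000313 to 0.682. Zinc finger genes (456 genes, median -0.06, camera adjusted p 0.283) and EMT genes (26 genes, median 0.11, camera adjusted p 0.162) were not called as sets. The splicing factor list was every tested gene whose symbol began with SRSF, HNRNP, SF3, SNRP or U2AF. The zinc finger list was every tested symbol that began with ZNF. Such rules admit any gene that shares a prefix and leave out splicing factors of other names, such as RBM39.

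To find the exons whose use differed, the study compared splicing with rMATS. The authors' deposited table listed 1449 events in 1181 genes. Each had a p under 0.05 and a difference in inclusion of at least 0.1. Skipped exons (SE) made up 853 of the events, or 58.9%, mutually exclusive exons (MXE) 526, alternative 3′ splice sites 35, alternative 5′ splice sites 27 and retained introns 8. Inclusion was higher in group 1 for 444 of the SE events and lower for 409 (exact two-sided binomial test as a description, p 0.244). For MXE events the numbers were 222 and 304 (exact two-sided binomial test as a description, p 0.000403). At the authors' adjusted p under 0.05 there were 600 events left, and MXE events, at 334, outnumbered the 238 SE events. At least 10 reads in every library were found for 847 events. Among SE events, 471 had at most 9 reads in the least covered library.

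The study followed skipped exons in CDK5RAP2, OBSL1, MARK2, ZNF35 and FRMD8. They were among the events shared with the study's RBM39 data, and the study tested them by RT-qPCR or RT-PCR in knockdown cells. In CDK5RAP2 the exon of 237 bases at 120407012 to 120407248 on chromosome 9, exon 32 of the 38 of the canonical transcript and coding, had an inclusion level of 0.869 in group 1 and 0.764 in group 2 in the authors' deposited table. The authors' deposited table gave this difference of 0.105 a p of 0.00690 and an adjusted p of 0.266, on 135 to 204 reads per library. Without correction for the length of the exon the difference was 0.0474. A longer exon gathers more inclusion reads in such a value, so its smaller size does not show a weaker effect. In MARK2 the coding exon at 63903986 to 63904147 on chromosome 11 differed by -0.137 with an adjusted p of 0.384 in the authors' deposited table. The authors' deposited table gave differences of -0.283 for OBSL1 (219557343 to 219557618 on chromosome 2), -0.241 for ZNF35 (44652557 to 44652701 on chromosome 3) and -0.136 for FRMD8 (65393573 to 65393674 on chromosome 11). Their adjusted p in the authors' deposited table was 0.680, 0.695 and 0.796, and the least covered library held 4, 12 and 14 reads. The authors' deposited table also held an MXE event in MARK2, with a difference of 0.106 and an adjusted p of 0.00119.

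**Figure D3:**
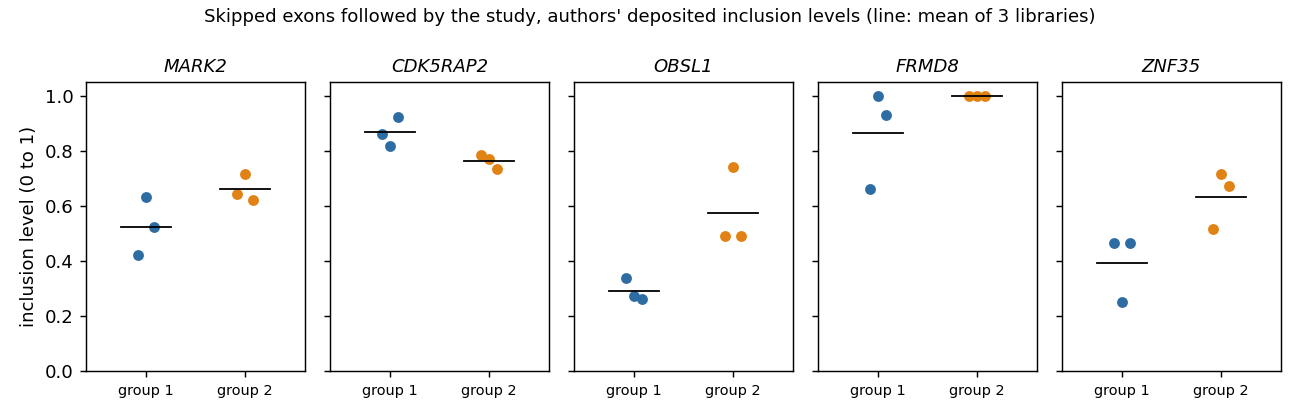
Inclusion level from 0 to 1 in the authors' deposited table for the skipped exon of each of the 5 genes, one point per library and a line for the mean of the 3 libraries of the unnamed groups 1 and 2. The groups do not overlap for CDK5RAP2, with means of 0.869 and 0.764, for OBSL1 or for ZNF35, and they overlap or touch for MARK2 and FRMD8.

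Among SE events with at least 20 reads in every library, the authors' deposited table gave large differences to KIAA1217 (-0.300), MOSPD1 (-0.295), GOLIM4 (-0.275) and COL8A1 (0.263). GOLIM4 (168040786 to 168040869 on chromosome 3, exon 7 of 16) had 269 to 428 reads per library and a p listed as 0 in the authors' deposited table. For KIAA1217, MOSPD1 and COL8A1 the adjusted p in the authors' deposited table was 0.0606, 0.0782 and 0.0995. The difference for KIAA1217, whose exon has 1599 bases, was -0.0689 without the length correction, and the same limit applies to it.

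**Figure D4:**
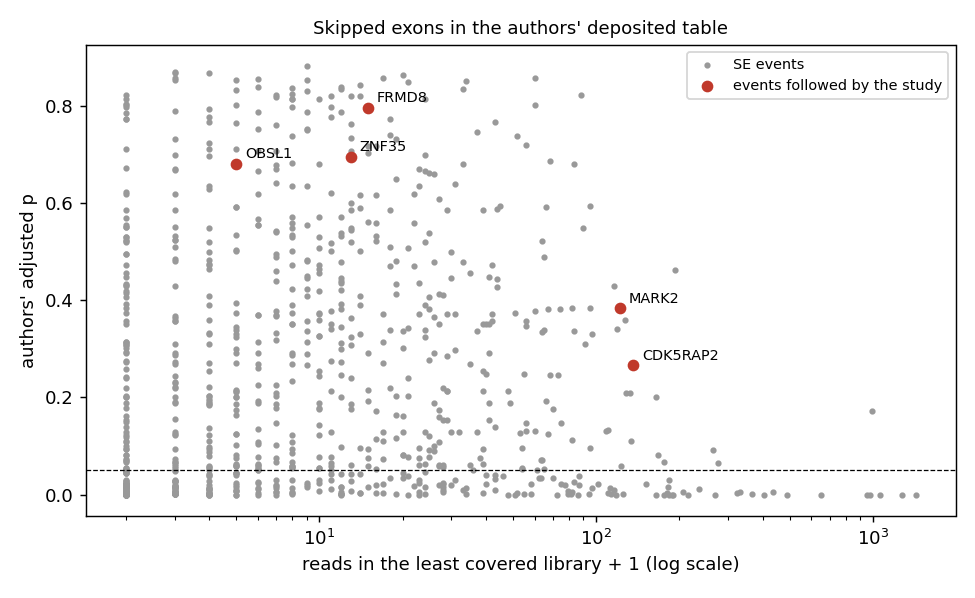
Adjusted p in the authors' deposited table against the reads in the least covered library plus 1 (log scale) for the 853 SE events, one point per event, with the dashed line at 0.05. The 5 events the study followed, in red, lie between 0.266 and 0.796, above the line.

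Genes with a listed event were compared with the genes called by expression. All 1181 were among the genes tested, and 542 of them, or 45.9%, were called, against 39.1% of the other 19824 genes (odds ratio 1.32, Fisher's exact test, two-sided, p 4.88e-06). The background held all genes tested for expression, since the events that were tested and not listed were not used here. Within 4 equal strata of mean count the pooled odds ratio was 0.94 (95% confidence interval 0.834 to 1.06).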

Values the study reported

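The study reported 95 skipped exon events targeted by RBM39, from sequencing of RBM39-bound RNA and of RBM39-depleted cells. Of these, 26 SE events were also found in the shMORC2 comparison. The short form of CDK5RAP2 was described as lacking 237 nucleotides of exon 32. Knockdown of MORC2 or RBM39 was reported to shift CDK5RAP2 from the short form to the long form. That direction was not compared with the unnamed groups here.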

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

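The direction of the MORC2 change and its call held in all 15 alternatives, with log2 fold changes from -0.74 to -0.55. The count of called genes ran from 6268 to 8433 across the 6 fits that each left out one library, and 5260 of the 8301 genes (63.4%) were called in all 6 of them, with 0 changes of sign. DESeq2 called 7511 genes, of which 7374 were shared, and the replicate block called 10287, of which 8291 were shared. Requiring a log2 change of at least 1 left 1627. Leaving mitochondrial and ribosomal DNA genes out of the library sizes, an alternative chosen after seeing the data, gave 8278.

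The panel count was 5 under the replicate block, which added CDH1 and SNAI1 and changed no other call of a panel gene, a named gene or a gene list. It ran from 1 to 4 across the fits that each left out one library, with 4 (CDH1 added) without shMORC2 replicate 1. It was 1, SNAI2, without shCtrl replicate 3, shMORC2 replicate 2 or shMORC2 replicate 3, where fewer libraries were tested. The log2 fold change of VIM ran from -0.12 to 0.027 across these fits, reversed without shMORC2 replicate 1, and was called in none of its alternatives. Splicing factor genes lost their call with an estimated correlation (adjusted p 0.682) and with fry (adjusted p 0.0521). The cause was not tested.

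The splicing counts followed the threshold. Events in all, SE events and MXE events numbered 600, 238 and 334 at the authors' adjusted p under 0.05. They numbered 589, 426 and 124 at a difference of at least 0.2. With at least 10 reads in every library, 847 events and 382 SE events remained. Depth limits these results, as 471 of 853 SE events had at most 9 reads in the least covered library. The odds ratio between spliced and called genes reversed to 0.39 for genes with a log2 change of at least 1, whose median mean count was 54.2 against 1169 for genes with a listed event. Over 4 equal strata of mean count, chosen after seeing the data, it was 0.94 for all called genes and 0.79 (95% confidence interval 0.567 to 1.10) for those with a log2 change of at least 1. With genes of at least 3 exons as the background, also chosen after seeing the data, it was 1.16.

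Among the single genes and events named, 11 values were weaker, 5 stronger and 4 moved, besides the 1 that reversed. The 4 that moved were inclusion differences without the length correction. The junction-count test between shMORC2 and shCtrl, sign agreement and left-out libraries of the splicing table were not run. No header of that table names the groups, so no knockdown direction was assigned. The same tests between the unnamed groups need no group name and were not run either.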

Other observations

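The tests of RNA classes, heat-shock genes, splicing p-values, clonal differences and population differences, and the slopes on shared genes, were chosen only after the result was seen. The test of liver transcripts was set out before their levels were seen, and the choice of their median as the value to report was made after.

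The count of 8301 called genes was not reached by another grouping: 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many genes, and the 9 others gave 0, with 101 to 664 genes at an unadjusted p under 0.05. Among the 4 splits that part every pair of equal replicate numbers, the real one also stood alone. With 10 splits the share cannot fall under 0.1. Each of the 9 other splits mixes shCtrl and shMORC2 libraries, so the difference between them adds to the spread within its groups. That holds calls down, and the 0 calls are not a null against which to set the 8301. Removing the trend of each library with GC content and exon length, in the fit with the replicate block, kept 9279 of 10279 calls, which argues against such a trend as the whole cause. A difference between the 2 cell populations that is unrelated to MORC2 cannot be told apart from the knockdown for these 8301 genes, because 1 hairpin and 1 control population were compared.

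Of 7 classes of RNA summed in each library, 6 were lower in all shMORC2 libraries than in all shCtrl libraries and 1 was higher, under TMM, library size without TMM and DESeq2 size factors alike. The summed level of 7SK and its copies was 106 ± 152 CPM in shCtrl and 9.03 ± 0.191 CPM in shMORC2 (SD, n = 3 each). The shCtrl mean rested on replicate 3, and without that library the log2 ratio was -0.98 in place of -3.55. For 7SL it was -1.71 in place of -2.42. Replication-dependent histone genes fell from 151 ± 0.973 to 109 ± 6.1 CPM, and small nucleolar RNAs had a log2 ratio of -0.66, or -0.42 without shCtrl replicate 3. For small nuclear RNAs it was -0.23, with 1 of 12 genes called. The 2 mitochondrial ribosomal RNAs fell from 23122 ± 1855 to 13036 ± 1770.0 CPM in sum, a log2 ratio of -0.83, which MT-RNR2 set (log2 fold change -0.85), while MT-RNR1 was called higher (0.31). These 2 genes were looked at singly after their values were seen. The transcripts of the ribosomal DNA locus on chromosome 21 rose, with a log2 ratio of 5.10 that rested on CH507-513H4.5 and CH507-513H4.3, the 2 of its 4 genes that were called. A single shift in poly(A) selection would move RNAs without a poly(A) tail one way. The sums of 6 classes fell, though single genes in them, such as MT-RNR1, were called higher. Which of the 7 classes lack such a tail, the class that rose among them, was not analysed here. Such a shift cannot be told apart from an effect of the knockdown for that reason, and because each group would share its shift. More ribosomal RNA carried into the shMORC2 libraries was not tested and stays open for that locus.

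AFP and APOB had 0 counts in every shMORC2 library. Liver cells or their RNA in the shCtrl libraries would bring the abundant liver transcripts along. In a list of 15 such genes the median level in shCtrl was 1.07 CPM, against 5.49 CPM for AFP. ALB stood at 2.34 CPM, APOA1, which shares exonic sequence with an antisense gene, at 1.07 and TTR at 0.226. SERPINA1, which the line expresses at 65.9 CPM in shCtrl, was higher in shMORC2 at 94.5 CPM, and none of the 15 was both at or above AFP in shCtrl and lower in shMORC2. That argues against liver cells as the source. Of the 15 genes, 12 were lower in all shMORC2 libraries than in all shCtrl libraries, and 2, FGA and SERPINA1, were higher. A clonal difference between the populations may also give such genes: 4 genes with a mean of at least 50 counts were at or under 3 counts in all shMORC2 libraries (RN7SKP255, APOB, RN7SKP203 and AFP) and 1 gene, DKK4, in all shCtrl libraries. With 1 population per group this cannot be told apart from an effect of MORC2.

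MORC2 fell less in shMORC2 replicate 1 than in the other replicates, by 0.40 against 0.66 and 0.84 on the log2 scale within pairs of equal number. Weaker knockdown would make the other changes of that library smaller too. The slope of the changes of replicate 1 on those of the other pairs was 0.808 over 7655 genes, and the slopes of replicates 2 and 3 were 0.9995 and 1.001. Over the 3085 genes shared by the 3 fits the slopes were 0.885, 1.03 and 1.03. This is consistent with a weaker knockdown in that library, as a hypothesis from 1 library, and a difference of shCtrl replicate 1 stays open, because both libraries of that number deviated together.

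Among all SE events tested, listed or not, p-values from the adjusted p of 0.05 up to the largest listed p were no denser than chance gives. Ranks recovered from the adjusted p, which are approximate, put 1283 of the 28265 tested SE events between a p of 0.000561 and 0.0499, where chance gives 1395. The table listed 615 of these events, which also had a difference of at least 0.1. The 5 exons that the study followed are among them. The study's RBM39 data and PCR assays of those exons are separate evidence, on which this count says nothing. How many of the listed events chance would give after that filter was not tested. For MXE events the number was 499 of 4634 tested, where chance gives 199, which argues against chance as the whole source of p-values in that range. The table listed 192 of those. Whether the rMATS p-values are uniform under chance in these libraries was not tested.

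HSPA1A, HSPA1B and HSPA6 were lower in shMORC2, with log2 fold changes of -1.93, -2.31 and -2.20. A lower heat-shock response may be a candidate explanation. The other 13 genes of a heat-shock list had a median of -0.15, with 5 called lower and 0 called higher. As a set they had a camera p of 0.134, a fry p of 0.00383 and a camera p of 0.196 with an estimated correlation. The tests differ, and the question stays open. HSPA1A and HSPA1B are near-identical, and their reads can be shared.

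Genes with a listed splicing event were called by expression more often than other genes. Within 4 equal strata of mean count the pooled odds ratio was 0.94, which is consistent with expression level as the source of the overlap, since both calls need reads.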
